A study of Mus musculus with 2 samples.

How the data were processed

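Single cells of a mouse fibroblast line were profiled by FLASH-seq, a full-length single-cell RNA sequencing method. The line, NIH3T3-Rev-VNP1-H2B-iRFP, is a derivative of NIH3T3 fibroblasts that carries a Venus fluorescent reporter named for Nr1d1 (Rev-erb alpha, a repressor of the circadian clock) and a histone H2B fused to the near-infrared protein iRFP. Per the labels, cells were grown to 95% confluency, about 5 days after seeding, and were not synchronized. They were sorted singly into 384-well plates in 4 bins of Nr1d1-Venus and 2 bins of H2B-iRFP. Per the labels' protocols, cDNA was amplified over 21 PCR cycles, diluted to 200 pg/uL and tagmented, adapters were added over 8 further cycles, and paired-end 75 bp reads were sequenced. The series holds 2 samples, plate 1 and plate 2, and no other group.

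The deposited table held raw counts per gene and cell, as whole numbers with a different total in each cell. The aligner, the counter, the genome build, the annotation, the use of strand and any use of molecular identifiers were not stated. PCR reads without molecular identifiers are not independent molecules, so intervals given here cover counting error only. The deposited sorting record held fluorescence and scatter intensity values per cell in arbitrary units, together with the sort gate, the plate column of the well and an image name that states a high or low RFP sort. Compensation of these intensities was not stated. No per-cell phase and no pass or fail call were found in the files used.

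The count table held 33757 features, of which 24902 matched a gene symbol once version suffixes of their Ensembl identifiers were ignored. Among the 33757, 2 features were reporter sequences named YFP and iRFP. Features without a symbol held 1.07% of all counts. The supplied reference annotation could not be shown to be the build behind the counts, so it served only for gene symbols and for which genes overlap, and no coordinates are printed.

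The sort gates were joined to the count table by plate and well. Each of the 8 gates held 96 cells. The sorting record showed that plate 1 held only cells of the high RFP sort and plate 2 only cells of the low RFP sort. The H2B-iRFP axis therefore coincided with the plate. Each Venus gate also filled the same 6 well columns on both plates, from columns 1 to 6 for the dimmest to columns 19 to 24 for the brightest. Gates were ordered from bin 1 to bin 4 by their median recorded Venus fluorescence within each plate, and the detector and image channels gave the same order.

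Cells with at least 1000 genes detected, a total of at least 0.1 of their plate median and at most 25% mitochondrial counts were kept. This filter passed 762 of 768 cells. The 6 cells left out held between 1234 and 59824 counts. Each well received 1 sorted cell per the labels, and no doublet caller was run. Counts of passing cells were summed per plate and Venus bin, which gave 8 sums. Cells were not used as replicates in any test of the bins.

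The trend over the Venus bins was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization, genes filtered by filterByExpr with the bin as group, Benjamini-Hochberg adjustment over all genes tested). The model held the 4 bins and the plate, which left 3 residual degrees of freedom. The contrast was a linear trend with weights of 3 for the outer and 1 for the inner bins, negative for the dimmer pair, divided by 10, so values are log2 changes per bin step. Standard errors were derived from the F statistic. Because the plates carried different H2B-iRFP sorts, the residual also held any difference in trend between those sorts. Trends for 1 plate alone came from log2 CPM with a prior count of 2 and have no test. A threshold of 0.05 was used for adjusted p-values.

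The design had assumed 16 sums with both iRFP sorts on each plate. With 1 plate per sort, the planned test of the iRFP sorts and of their interaction with the Venus trend could not be made, and plate values are given in their place with exact Poisson or exact binomial intervals. The planned summary of a deposited phase was not made. Gene set tests covered the Venus axis only, with 4 lists and adjustment over those 4.

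Gene sets were tested with camera (preset correlation) and fry in limma 3.58.1 after voom. The lists were 12 E/D-box clock genes, 6 RORE clock genes, 43 S phase genes and 54 G2/M genes, and every member was tested. E/D-box and RORE are the promoter elements through which the clock activates or represses these genes at opposite phases. A list of 20 clock genes was also fixed, of which 1 is not reported here by name. Genes were named by a fixed rule. The rule took the 5 largest positive and 5 largest negative log2 changes among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and the same sign on each plate alone. Nr1d1, the clock list and the reporter features were named in addition. Predicted genes, mitochondrial genes and spike-ins were counted but named only where no other gene passed.

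Across cells, Spearman correlations of log2(CPM + 1) were computed within each plate for the 17 clock genes detected in at least 20% of cells of each plate. They were set beside 10000 random gene pairs matched on mean expression. Correlations of recorded fluorescence with transcripts were computed the same way for 22 relations per plate. Relations to the YFP transcript were also taken within bins and after ranking cells within bins, and set beside up to 1000 genes of like mean expression. Lists were compared between plates as the percentile of their median log2 ratio, with a pseudocount of 1 CPM, among 10000 random lists matched on mean expression. None of these descriptions has a p-value.

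The gene test was tested on simulated counts drawn from the real means and library sizes of the Venus comparison, over 17885 genes. With 200 genes given a slope of 0.3 log2 per bin, 98.0% were called, and 23 unchanged genes were called among 219 calls. With no gene changed, 0 of 17898 genes were called. The cell-level functions were tested on simulated cells over 11821 genes. Pairs of genes that shared a simulated factor all lay above the range of random pairs, with random pairs at a median rho of 0.0042. Genes made to follow the well column gave a ratio of column slope to bin trend of 0.988, and genes made to follow the bin alone gave -0.0024. Between brighter and dimmer cells of a well column, 98.5% of genes made to follow Venus kept their sign. The share was 50.0% for genes made to follow the bin alone and 51.0% for genes made to follow the well column.

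The plate term pairs the sums of 1 plate, since each plate was sorted and prepared as 1 sample per the labels. The differences between plates were compared between pairs of bins across genes. Over the 9053 genes with a mean log2 CPM of at least 3, the 6 pairs of bins had correlations of 0.215 to 0.408, and over all 18430 genes 0.0293 to 0.0729.

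The designs, gene lists, naming rule, cell filter and most alternatives were fixed before the data were examined. Alternatives were DESeq2 1.42.0, library totals without TMM, no gene filter, a minimum mean log2 CPM of 3, no plate term, an additive linear model, cells thinned to 697542 counts (685 cells), limma on the mean CPM over cells, no cell filter, a stricter cell filter (3000 genes, 0.33 of the plate median and 10% mitochondrial counts, 596 cells), the outermost bins alone and each plate alone. Descriptive work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.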

Results

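The data were gene counts from 768 single fibroblasts on 2 plates of 384 wells. The cells were an unsynchronized NIH3T3 reporter line, so cells at every circadian phase could be present at once. Sorting along the Nr1d1-Venus axis captured the range of clock reporter expression, and the comparisons below asked which transcripts followed that axis. The question behind the series is how circadian phases are spread over single cells. Plate 1 totalled 320679261 counts, with a median of 835842 counts and 11105 genes per cell. Plate 2 totalled 321542588 counts, with a median of 852658 counts and 11094 genes per cell. After filtering, 383 cells of plate 1 and 379 cells of plate 2 remained, with 151173 to 1618022 counts each. The 8 sums per plate and bin held 76042157 to 86612194 counts. The median mitochondrial share was 9.26% on plate 1 and 7.40% on plate 2.

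The recorded fluorescence was compared between gates first. Median Venus fluorescence rose from 942892 to 33090943 units between bins 1 and 4 on plate 1, a 35.1-fold difference. On plate 2 it rose from 953431 to 31581582 units, a 33.1-fold difference. The median iRFP fluorescence was 353461 units on plate 1 and 153058 units on plate 2, a ratio of 2.31. Forward scatter, a measure related to cell size, increased by 0.06 log2 per bin on plate 1 and by 0.04 log2 per bin on plate 2. The rise was not steady, and the median of bin 3 lay below that of bin 1 on both plates. Across cells, its Spearman correlation with Venus fluorescence was 0.191 on plate 1 and 0.170 on plate 2.

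The reporter transcripts and Nr1d1 were examined before other genes, as a check of the sort labels. The YFP feature, which stands for the reporter sequence, averaged 21.8 ± 2.1 CPM (SD, n = 2 plates) in bin 1 and 665 ± 8 CPM in bin 4. Its trend was 1.63 ± 0.02 log2 per bin (SE), with an adjusted p of 8.02e-08 by edgeR's quasi-likelihood test. Nr1d1 (ENSMUSG00000020889.12) averaged 65.6 ± 2.8 CPM (SD, n = 2 plates) in bin 1, 218 ± 1.5 CPM in bin 2, 541 ± 15 CPM in bin 3 and 1189 ± 91 CPM in bin 4. The trend of Nr1d1 was 1.38 ± 0.02 log2 per bin (SE), with an adjusted p of 8.02e-08 by edgeR's quasi-likelihood test, and it rose at every step on both plates. On plate 1 alone it was 1.42 and on plate 2 alone 1.35. Of the alternatives on the same scale, the lone plates moved it most, and library totals without TMM gave 1.40. The iRFP transcript was not called along the Venus bins, at -0.01 ± 0.03 log2 per bin with an adjusted p of 0.940 by edgeR, too near 0 for its sign to be resolved.

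Counts of Nr1d1 could not be separated from reads of the reporter construct. The ratio of Nr1d1 to YFP ranged from 1.71 to 3.13 over the 8 sums. Within single Venus bins, Nr1d1 and YFP had a median Spearman correlation of 0.952 across cells on plate 1 and 0.944 on plate 2. The largest such value for Dbp, Tef or Nr1d2 was 0.248. Nr1d1 also overlaps Thra on the opposite strand in the reference annotation, and the use of strand in counting was not stated. Thra, which the naming rule did not select and which was examined after the data were seen, had a trend of 0.02 ± 0.02 log2 per bin with an adjusted p of 0.672 by edgeR.

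The trend over the Venus bins was then tested for 18430 genes. At an adjusted p under 0.05, 2843 genes were called by edgeR's quasi-likelihood test, 1250 higher and 1593 lower toward bright Venus. Most trends were small. Their median was 0.15 log2 per bin for the higher genes and -0.14 log2 per bin for the lower genes, and 495 called genes reached 0.3 log2 per bin in absolute value. All 2843 called genes had the same sign on each plate alone, which the calls nearly require because they were made from these plates. For comparison, 63.9% of the uncalled genes had the same sign on both plates. Across genes, which are not independent replicates, the trends of the plates correlated at 0.392 over all genes and at 0.767 over genes with a mean log2 CPM of at least 3. Leaving out the plate term moved the count most, to 1683 genes. Each bin occupied the same well columns on both plates, so bin and plate position were not separated by design.

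**Figure D1:**
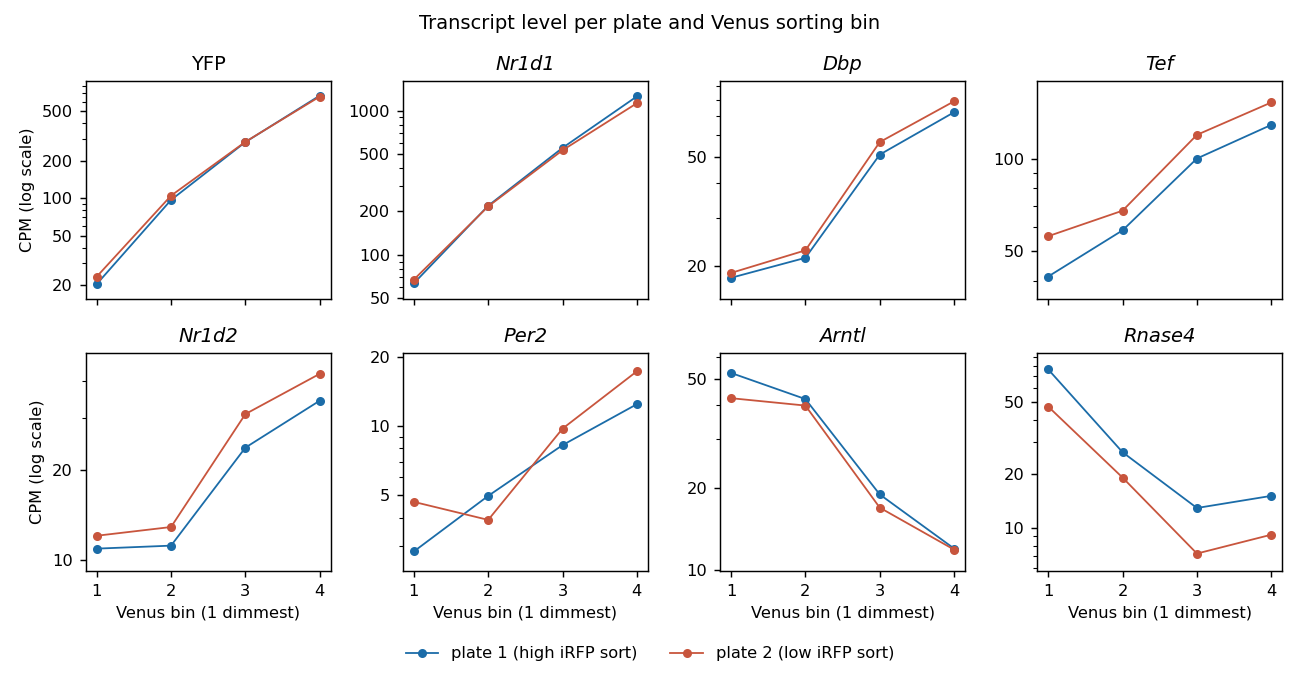
CPM on a log axis for the reporter feature YFP and 7 genes, against the Venus bin from 1 (dimmest) to 4 (brightest), with 1 point per plate and bin and a line per plate. YFP and Nr1d1 rose at every step, while Arntl fell from a mean of 47.4 CPM in bin 1 to 11.9 CPM in bin 4.

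By the naming rule, the largest rises were those of Nr1d1, Scrn1, Parvg, the feature ENSMUSG00000137470.1 and Dbp. Scrn1 (ENSMUSG00000019124.11) rose by 0.99 ± 0.11 log2 per bin (SE), with an adjusted p of 0.0025 by edgeR's quasi-likelihood test. Its mean went from 2.88 ± 2.27 CPM (SD, n = 2 plates) in bin 1 to 22.0 ± 0.02 CPM in bin 4. Parvg (ENSMUSG00000022439.10) rose by 0.85 ± 0.11 log2 per bin. ENSMUSG00000137470.1, which had no matched symbol, rose by 0.79 ± 0.09 log2 per bin. The largest falls were those of Rnase4, Arntl, Itga11, Ncam1 and Cox7b2. Rnase4 (ENSMUSG00000021876.16) changed by -0.83 ± 0.03 log2 per bin, with an adjusted p of 4.01e-05 by edgeR. Its mean went from 61.9 ± 20.5 CPM (SD, n = 2 plates) in bin 1 to 12.2 ± 4.2 CPM in bin 4, with its lowest mean in bin 3. Itga11 (ENSMUSG00000032243.9) changed by -0.69 ± 0.05, Ncam1 (ENSMUSG00000039542.17) by -0.58 ± 0.04 and Cox7b2 (ENSMUSG00000049387.11) by -0.57 ± 0.14 log2 per bin. The plates differed most for Cox7b2, at -0.21 on plate 1 and -0.89 on plate 2. In the reference annotation Rnase4 overlaps Ang, Scrn1 overlaps Wipf3 and Dbp overlaps Sphk2, so their counts are uncertain where reads were shared.

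The fixed clock list addressed whether clock transcripts were ordered along the reporter. Of its 20 genes, 15 were called over all genes tested and 16 when adjusted over the list alone. Of the 15, 13 rose, Nr1d1 among them, and 2 fell toward bright Venus. Dbp (ENSMUSG00000059824.13) rose from 18.6 ± 0.5 CPM (SD, n = 2 plates) in bin 1 to 75.8 ± 4.9 CPM in bin 4, at 0.74 ± 0.02 log2 per bin with an adjusted p of 6.33e-06 by edgeR. Ciart rose by 0.87 ± 0.07 log2 per bin, and its mean in bin 4 was 12.3 ± 1.3 CPM. Per2 (0.70 ± 0.07), Nr1d2 (0.64 ± 0.03), Bhlhe41 (0.60 ± 0.03), Tef (0.54 ± 0.02) and Per3 (0.52 ± 0.03) rose by more than 0.5 log2 per bin. Smaller rises were found for Per1 (0.36 ± 0.03), Cry2 (0.29 ± 0.03), Rora (0.27 ± 0.03), Bhlhe40 (0.22 ± 0.02) and Cry1 (0.13 ± 0.03). Cry1 was the nearest to the threshold, with an adjusted p of 0.0350 by edgeR, which became 0.159 without the plate term, 0.0703 with the additive linear model and 0.125 with the stricter cell filter. Per3 overlaps Camta1 in the reference annotation.

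Arntl (ENSMUSG00000055116.9, also called Bmal1) ran opposite to these genes. It went from 47.4 ± 7.1 CPM (SD, n = 2 plates) in bin 1 to 11.9 ± 0.1 CPM in bin 4, at -0.72 ± 0.03 log2 per bin with an adjusted p of 4.01e-05 by edgeR. Nfil3 changed by -0.41 ± 0.08 log2 per bin with an adjusted p of 0.0142 by edgeR, which became 0.0655 without the plate term. Usp2, Clock, Hlf and Npas2 were not called. Usp2 had a trend of 0.16 ± 0.07 and Clock of -0.08 ± 0.04 log2 per bin, with adjusted p-values of 0.182 and 0.228 by edgeR. Hlf and Npas2 were detected in 2.36% and 5.51% of cells, and their trends were not resolved at this depth. The levels of several genes did not step evenly. Nr1d2 averaged 11.5 ± 0.8 CPM in bin 1, differed from that in bin 2 by less than the spread between plates, and averaged 27.4 ± 5.0 CPM in bin 3.

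**Figure D2:**
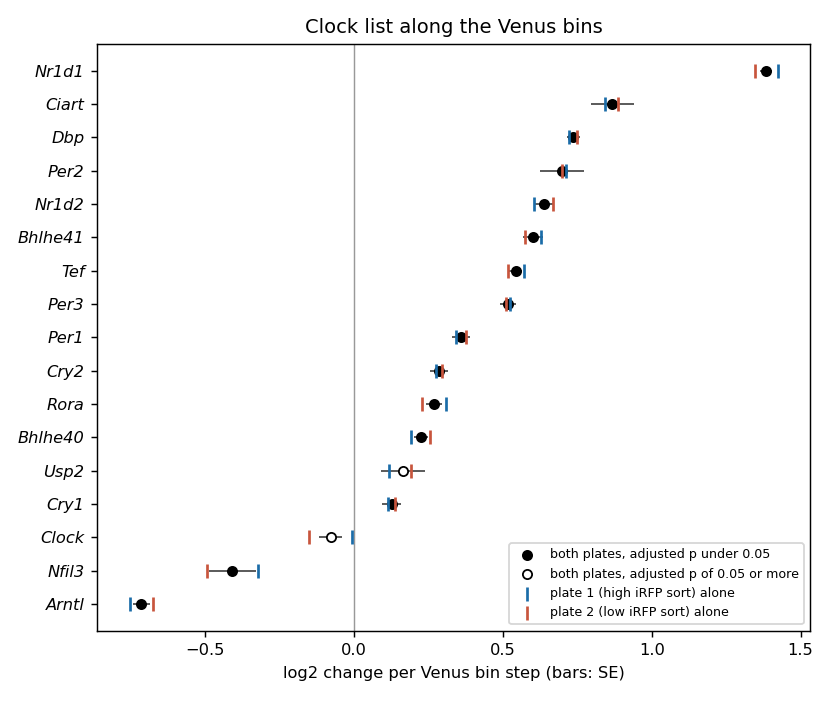
Log2 change per Venus bin step for the 17 clock genes detected in at least 20% of cells of each plate, with points for the fit to both plates, bars for the SE and colored ticks for each plate alone. Filled points mark the 15 genes with an adjusted p under 0.05 by edgeR, from -0.72 for Arntl to 1.38 for Nr1d1.

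The gene lists were tested as sets along the Venus axis. The 12 E/D-box genes had a median of 0.57 log2 per bin, with an adjusted p of 8.98e-17 by camera in limma. In the limma fit 12 of them rose, while in the edgeR fit Hlf stood at -0.10 ± 0.39 log2 per bin. This call also held with fry (1.80e-04) and with an estimated correlation (0.0359), but with the estimated correlation after thinning the adjusted p was 0.0612. The E/D-box list includes Nr1d1, whose counts could not be separated from reads of the sorted reporter, and the list was not tested without it. The 6 RORE genes had a median of -0.13 log2 per bin, with an adjusted p of 0.167 by camera and 0.0055 by fry. The S phase list had a median of 0.18 log2 per bin with 39 of 43 genes rising and an adjusted p of 3.87e-09 by camera. It did not pass 0.05 with fry (0.0598) or with an estimated correlation (0.329). Its median was 0.23 on plate 1 and 0.11 on plate 2. On plate 2 the rise rested largely on bin 1, without which the median was 0.020 with 22 of 43 genes rising. It was 0.071 there without bin 4, with 28 of 43 rising. The G2/M list had a median of 0.06 log2 per bin and an adjusted p of 0.0108 by camera, but 0.605 with fry and 0.615 with an estimated correlation. Its median was 0.22 on plate 1 and -0.04 on plate 2, so its direction rested on plate 1. Without bin 3 the median on plate 2 was 0.04, and without bin 4 the median on plate 1 was 0.087.

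The H2B-iRFP sorts could be compared only as plate against plate, with 1 sample each and no replicate check. The iRFP transcript stood at 40.8 CPM on plate 1, the high sort (exact Poisson 95% interval 40.1 to 41.5), and at 18.4 CPM on plate 2, the low sort (18.0 to 18.9). The ratio was 2.21 (exact binomial 95% interval 2.15 to 2.28). For YFP, the values were 263 CPM on plate 1 and 277 CPM on plate 2. The G2/M list had a median log2 ratio of -0.28, plate 1 over plate 2, which lay below all 10000 random lists matched on mean expression, whose central 95% ran from -0.04 to 0.03. From bin 1 to bin 4 its median log2 CPM was 3.89, 4.06, 4.24 and 4.71 on plate 1. On plate 2 it was 4.71, 4.83, 4.02 and 4.84. Plate 1 thus lay lower mainly in bins 1 and 2, little lower in bin 4 and higher in bin 3. The S phase list stood at -0.04, at the 7.47 percentile. The clock list stood at -0.08, at the 0.27 percentile. Random lists were drawn gene by gene, whereas members of a list can move together. For the G2/M list the estimated correlation along the Venus bins was 0.629. Random lists may vary less than such a list would, so these percentiles can overstate how unusual a list is. Differences in the Venus trend between the sorts could not be tested.

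Across cells, clock transcripts were compared within each plate to describe how far they moved together. The 55 pairs of E/D-box genes had a median Spearman correlation of 0.353 over 383 cells on plate 1 and 0.350 over 379 cells on plate 2. On plate 1, 43 of the 55 pairs lay above the central 95% of random pairs, which ran from -0.143 to 0.188, and on plate 2 45 of 55 did. Dbp with Tef was the highest pair, at 0.720 on plate 1 and 0.728 on plate 2. The 44 pairs of an E/D-box with a RORE gene had medians of -0.0493 and -0.140. Of these, 18 pairs on plate 1 and 22 on plate 2 lay below the range of random pairs. Tef with Arntl reached -0.597 on plate 1 and -0.519 on plate 2. The 6 pairs of RORE genes had medians of 0.0396 and 0.0734, inside the range of random pairs. Ranking cells within Venus bins, an alternative chosen after seeing the data, lowered the median of the E/D-box pairs to 0.126, averaged over the plates. Both plate medians then lay inside the range of random pairs, with 18 of 55 pairs above it on plate 1 and 14 on plate 2. The E/D-box pairs include those of Nr1d1, whose counts could not be separated from reads of the reporter construct.

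Recorded Venus fluorescence was then set against transcripts in the same cells. Over 22 relations per plate, the largest correlation was with YFP, at 0.908 on plate 1 and 0.907 on plate 2. Nr1d1 stood at 0.899 and 0.897. Among the other clock genes, Dbp (0.645 and 0.629) and Tef (0.638 and 0.615) were highest, and Arntl was lowest, at -0.589 and -0.449. Within single bins the median correlation of Venus with YFP was 0.282 on plate 1 and 0.295 on plate 2. iRFP fluorescence and the iRFP transcript correlated at 0.308 on plate 1 and at 0.246 on plate 2.

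Relations to the YFP transcript differed between all cells of a plate and cells of one Venus bin. Over whole plates, Arntl correlated with YFP at -0.510 on plate 1 and -0.389 on plate 2, and Cry1 at -0.0086 and -0.0544. After ranking within Venus bins, Arntl stood at 0.0384 and 0.122, and Cry1 at -0.259 and -0.342. Nfil3, which stood at -0.280 and -0.392 over whole plates, remained negative at -0.0977 and -0.148, the 8.3 and 1.5 percentiles of 999 genes of like mean expression. The Cry1 values lay below all 999 genes of like mean expression on each plate. Dbp remained positive after ranking, at 0.161 and 0.134. Taken by bin, it was positive in 3 of 4 bins on each plate but negative in bin 1, at -0.152 and -0.303. Nr1d2 and Tef were also negative in bin 1 on both plates.

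**Figure D3:**
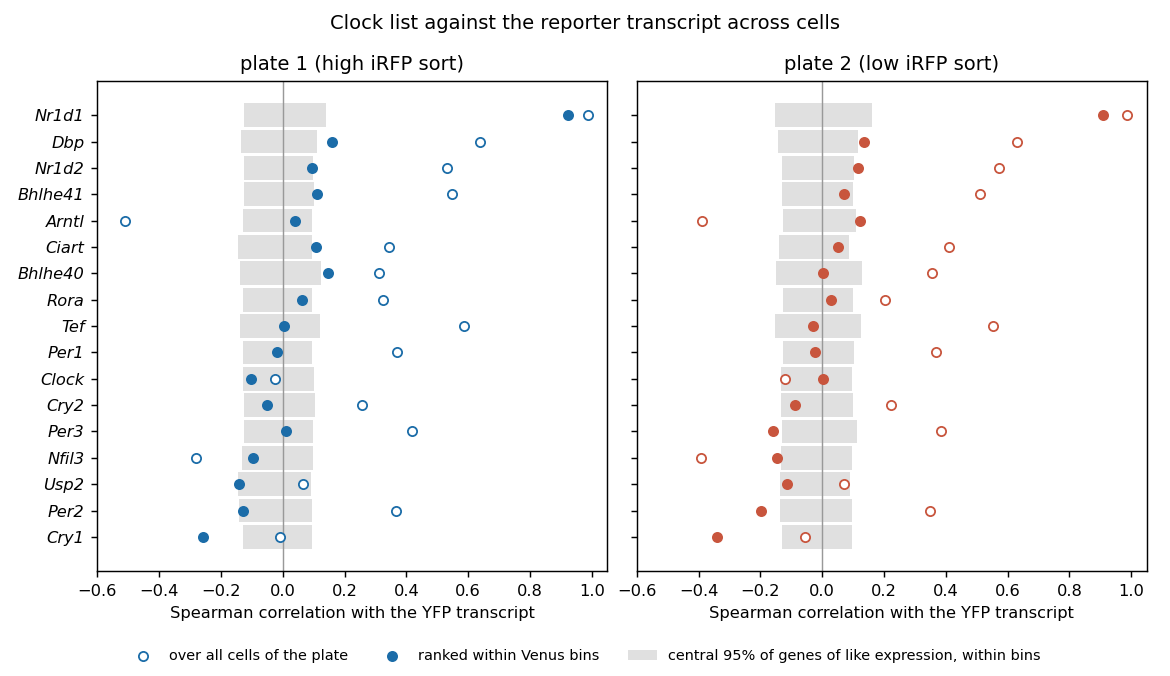
Spearman correlation of 17 clock genes with the YFP transcript across cells, per plate, over all cells (open points) and after ranking cells within Venus bins (filled points). Gray bars show the central 95% of genes of like mean expression, and Cry1 lay below its bar on both plates at -0.259 and -0.342.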

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

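The tests of depth, of plate handling and of leaving out a bin were chosen after the result was seen. The linear trend of the G2/M list along the Venus bins had opposite signs on the plates. Its median was 0.22 log2 per bin on plate 1, with 50 of 54 genes rising, and -0.04 on plate 2, with 17 of 54 rising, a difference of 0.26. The difference itself was not tested, since each plate is 1 sample. On plate 2 the list did not step evenly, with median log2 CPM of 4.71, 4.83, 4.02 and 4.84 from bin 1 to bin 4. The opposite sign rested on 1 sum, since without bin 3 the plate 2 median was 0.040, with 34 of 54 genes rising. On plate 1 the size of the trend rested on bin 4, without which the median was 0.087, with 33 of 54 rising. Without bin 4 the plate 2 median was -0.35. Thinning left out 77 of 762 cells. In the 685 cells kept, the medians on plates 1 and 2 were 0.41 and -0.020 before thinning and 0.41 and -0.027 after it, so unequal depth among those cells is argued against, and the change from 0.22 to 0.41 came from leaving out cells. Plate handling and the H2B-iRFP sort cannot be told apart as sources of what remains of the 0.26, because plate 1 held only the high sort and plate 2 only the low sort. A biological difference through the H2B-iRFP sort stays open and untested.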

How the results depend on the processing

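The comparisons within well columns, without the shallow wells and after ranking within bins were chosen after the data were seen. The count of genes called along the Venus bins stayed within 1.5 times of 2843 under 10 of 12 alternatives, from 2454 with the stricter cell filter to 3596 with DESeq2. The exceptions were 1683 genes with no replicate block and 1858 genes with the additive linear model, which pools departures from linearity into its residual. Of the 1683, 1680 were among the 2843. The alternatives with another scaling moved the split of calls. TMM gave 44.0% higher, library totals without TMM 57.8% of 2727 and limma on the mean CPM over cells 57.6% of 3016. The median of all genes moved by less than 0.02 log2 per bin, to 0.0176 without TMM. All called genes present under an alternative kept their sign. On each plate alone 2843 of 2843 did, which is no separate evidence, since the calls came from the same plates. The lone plates coincide with the planned strata of the low and high iRFP bins.

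Nr1d1 stayed between 1.38 and 1.40 log2 per bin under the 11 alternatives that kept the scale, with an adjusted p no higher than 1.22e-05, and between 1.35 and 1.42 on the lone plates. Between the outermost bins it was 4.18 log2. Brighter against dimmer cells within a well column, chosen after seeing the data, gave 0.44 log2 for Nr1d1, higher in 8 of 8 plate and bin blocks but with an adjusted p of 0.793 by edgeR. That contrast spans a smaller Venus range, 0.736 log2 units in bins 2 to 4. Leaving out the 8 shallow wells, also chosen later, gave 2829 genes.

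The clock list held 13 to 15 called genes over all genes and 14 to 17 adjusted over the list alone. Cry1 lost its call under no replicate block, the additive model and the stricter cell filter, and Nfil3 under no replicate block, each with the same sign. Removing the block changed the call of no other named gene. The remaining 259 of 263 comparisons of called named genes kept direction and call. Uncalled named genes stayed uncalled in 68 of 68 comparisons, but the sign changed in 4. The iRFP transcript was 0.0123 without TMM, 0.0039 among genes with a mean log2 CPM of at least 3 and 0.0121 with limma. Npas2 was 0.070 after thinning. Without TMM and in that set of genes, the sign changed because scaling moved genes alike and the main value, -0.0053, lay near 0. Nr1d1 moved from 1.384 to 1.402 and 1.394, and Arntl from -0.715 to -0.698 and -0.706. With limma and after thinning the cause was not tested. The lone plates have no test and are outside these counts. On plates 1 and 2 alone the iRFP transcript was -0.060 and 0.053, and Hlf was -0.21 and 0.073. Usp2, Clock and Npas2 kept their sign on each plate.

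Among the gene sets, fry and the estimated correlation took the S phase list to 0.0598 and 0.329 and the G2/M list to 0.605 and 0.615, while fry took the RORE list to 0.0055. The estimated correlation was 0.340 for S phase and 0.629 for G2/M, far above the preset value, and the cause of the other changes was not tested. Plates 1 and 2 alone gave medians of 0.59 and 0.54 for E/D-box and -0.10 and -0.14 for RORE. In the same order they gave 0.23 and 0.11 for S phase and 0.22 and -0.043 for G2/M, the last reversed without plate 1. After thinning, which also left out 77 cells, the RORE median was -0.020 with 3 of 6 rising, the G2/M median was 0.14 with 48 of 54 rising, and the E/D-box list reached 0.0612 with the estimated correlation.

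For pairs of E/D-box genes the mean of the plate medians, 0.351, became 0.316 with Pearson correlation, 0.332 with Pearson on log2(CPM + 10), 0.349 after thinning and 0.126 within bins, each beyond the SD of 0.0019 between plates. Plates 1 and 2 alone gave 0.353 and 0.350. The mean of the plate medians was 0.0565 for RORE pairs and -0.0947 for mixed pairs. These means moved by less than their own SD between plates, 0.0239 and 0.0642. Single plate medians went beyond the main values of 0.0396 and 0.0734 for RORE pairs, to 0.0299 on plate 1 with Pearson on log2(CPM + 10) and 0.0788 on plate 2 after thinning. Mixed pairs, at -0.0493 on plate 1 and -0.140 on plate 2 in the main setting, reached -0.168 on plate 2 after thinning. Thinning moved Venus with Nr1d1 from 0.898 to 0.895 and Venus with YFP from 0.907 to 0.905. Adding 10 in place of 1 cannot move a rank correlation, so it tests nothing there. The ratio of iRFP transcripts ran from 2.20 to 2.27.

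The alternatives planned for the H2B-iRFP test and for its interaction were not run, apart from the ratio above, since 1 plate per sort leaves no test. The alternatives for a deposited phase were not run for want of a phase. The depth limits Hlf and Npas2, which stood under 1 CPM.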

Other observations

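The tests of the shallow wells, of plate handling, of depth behind the reporter relations and of well columns per bin and plate were chosen after their results were seen. The genes called along the Venus bins were weighed against technical sources. Of 40 labelings of the bins within plates, drawn from 288, only the real one gave as many calls, 1 of 40. The other 39 had a median of 0 calls. The 11 labelings that reorder both plates alike gave at most 1796. Within single well columns, 70.4% of called genes kept their sign between brighter and dimmer cells, above all 100 random halvings, which ran from 36.5% to 66.2%. Well column position as the whole source is argued against by that share, which rested largely on bin 3. There 72.9% kept their sign, against at most 65.5% in random halvings. The shares in bins 1, 2 and 4 were 44.6%, 64.9% and 57.0%, reached by 87, 4 and 15 of 100 random halvings, so position stays open for those bins taken singly. On plate 1 alone 65.9% and on plate 2 alone 65.5% kept their sign, each reached by 1 of 100 random halvings. A smooth trend across columns would give a ratio near 1 of the within-bin column slope to the bin trend, and the median ratio was -0.174. Forward scatter predicted a median share of 0.0087 of the bin trend. After thinning, 2476 of the 2834 called genes still tested remained called. These values make a link to the reporter state of the cell a candidate explanation for the set as a whole. Handling that differed between gates may still add to single genes. Within columns 0 of 18430 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p of 0.05 was passed by 829, fewer than the 921.5 that chance gives if no gene differed. That test did not call YFP either, with an adjusted p of 0.793 by edgeR. YFP stood at 0.47 log2 between brighter and dimmer cells and was higher in 8 of 8 plate and bin blocks. The test therefore cannot decide for single genes.

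The S phase list rose along the Venus bins, on plate 2 largely through bin 1, and larger cells could in principle carry both. Cells of higher against lower forward scatter within a column predicted a trend of 0.049 log2 per bin for the list median. The observed trend was 0.18, so the predicted value was 27.1% of it. As a point value the prediction fell short of the trend. It has no interval, so whether size by forward scatter could be the whole source was not decided. The list did not pass with fry, so a biological explanation stays a hypothesis. For the G2/M list forward scatter predicted 0.086 log2 per bin against 0.068 by edgeR over both plates, but the list median was 0.22 on plate 1 and -0.04 on plate 2, so the pooled match decides nothing. Median forward scatter was lower in bin 3 than in bin 2 on both plates, while the list was lower in bin 3 on plate 2 only, so cell size stays open for it.

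The relation of clock genes to the reporter mRNA changed inside bins. A hypothesis is that Venus protein lags its mRNA, so that at one protein level a cell with more YFP mRNA is earlier in its cycle. It predicts that Arntl rises and Cry1, a late gene, falls relative to YFP inside bins, on both plates. The median within-bin correlation of Cry1 was -0.278 on plate 1 and -0.324 on plate 2, and that of Arntl 0.0370 and 0.0770. Unequal depth is argued against, since Cry1 stood at -0.309 and -0.328 after thinning. The Arntl values varied between bins, from -0.214 in bin 2 to 0.298 in bin 1 on plate 1 and from -0.0211 in bin 3 to 0.355 in bin 1 on plate 2. Conditioning on Venus alone would also bring Arntl toward 0. Nfil3, the other called clock gene that fell toward bright Venus, was not part of the prediction. Its median within bins was -0.130 and -0.132, against -0.280 and -0.392 over whole plates, so it also moved toward 0 but stayed negative in 3 of 4 bins on each plate, which does not match a rise beyond 0 as for Arntl. Per2, which was also outside the prediction, changed sign on both plates. It stood at 0.367 and 0.349 over whole plates and at -0.128 and -0.197 after ranking within bins. The ranked values were the 3.8 and 0.30 percentiles of 999 genes of like mean expression. Usp2 also went from positive to negative on both plates, at the 2.6 and 6.5 percentiles, and Per3 on plate 2 only, at the 1.0 percentile. Per1 and Cry2 fell below 0 on both plates, and Tef on plate 2. Their percentiles were 47.6 and 46.2 for Per1, 24.7 and 12.1 for Cry2 and 41.0 for Tef, so no reversal was resolved for them. Among the predicted genes the lag rests on Cry1. The lag stays an open hypothesis, and no further data were at hand to test it.

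Nr1d1 counts lay above those of its paralog Nr1d2, at 5.60 to 36.5 times those of Nr1d2 over the 8 sums. A candidate explanation is that reads of the reporter construct were counted as Nr1d1. It predicts that Nr1d1 follows YFP within bins more closely than other clock genes do. The median within-bin correlation was at least 0.944 on each plate, against at most 0.248 for Dbp, Tef or Nr1d2. The values of Nr1d1 may therefore report the construct more than the endogenous gene. A shared source of variation acting on both promoters was not tested.

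On plate 2, 8 wells of column 8, in alternate rows, were shallow, with a median of 208044 counts against 923161 in the other 8 wells of that column. The same wells on plate 1 had a median of 868151. The shallow wells had a mitochondrial share of 7.93% against 7.98% in their neighbors, which is consistent with handling of those libraries and gives no sign of damaged cells by that measure. No biological explanation was tested.

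The iRFP transcript differed 2.21-fold between plates, in the direction of the sort. Other differences between plates included mitochondrial shares of 9.26% and 7.40% and the lower G2/M list on plate 1, which was reversed in bin 3. They cannot be told apart from plate handling because each plate holds only 1 sort.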
